A study of Mus musculus with 12 samples. Its data were reported in "Capillarized Liver Sinusoidal Endothelial Cells Undergo Partial Endothelial-Mesenchymal Transition to Actively Deposit Sinusoidal ECM in Liver Fibrosis" (2021).

How the data were processed

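Bulk RNA sequencing of SEC and HSC fractions from livers of control and CCl4-treated mice was analysed from the deposited table of 12 libraries, 3 for each of the groups Q-SEC, F-SEC, Q-HSC and F-HSC. Per the labels, the authors sequenced on an Illumina HiSeq, made reads with bcl2fastq (version not given) and aligned them to mm10 with TopHat2 2.0.13, and the count values are their deposited read counts per annotated entry, for which neither the counting tool nor the use of strand is stated. Genes that overlap another gene on the opposite strand are therefore uncertain. The deposited RPKM values, which the authors scaled by the column total over all entries and by length, were not used for tests. The first library of each group carries no number in its title and was taken as number 1.

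The table held 56826 lines, of which 1 held no values and is not analysed here. The 33353 cDNA clone entries, 76.8% of which overlapped a gene span, were set aside because entries in genes can repeat their reads, and all together held from 16.3 to 24.9% of all counts. The 23472 gene entries were kept, 27 symbols shown as dates were restored, and 22896 symbols matched GRCm38 reference genes, 99.3% of them at overlapping positions. Gene counts per library summed to 8714228 to 13068564. No pair of libraries of a group were duplicates, with a chi-square per degree of freedom between them from 20.4 to 195.

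Counts were tested in R 4.3.3 with edgeR 4.0.16. Genes passing filterByExpr (14489) were scaled by TMM (factors 0.899 to 1.09) and fitted by the robust quasi-likelihood model with 1 coefficient per group over all 12 libraries (8 residual degrees of freedom, common biological coefficient of variation 0.280). The 5 tests were F-SEC against Q-SEC, F-HSC against Q-HSC, the difference of these changes, Q-SEC against Q-HSC and F-SEC against F-HSC. P-values were adjusted by the Benjamini-Hochberg method over all tested genes and called under 0.05, and each list was also adjusted over its own genes. CPM for lists and components used a prior count of 2.

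The 35 gene lists, each with at least 3 measured genes, covered sinusoidal and continuous endothelium, matrix, mesenchymal and signalling genes, markers of other liver cells, and stress and metabolic programs. They were tested with camera (limma 3.58.1) with its preset correlation of 0.01, which asks whether a list ranks above or below other genes, and with the correlation estimated from the libraries. Fry asked whether a list's genes moved on balance in 1 direction and, as its mixed test, in either, without comparison with other genes. The mixed test called 24 lists for SEC, 26 for HSC, 8 for the difference, 29 for Q-SEC against Q-HSC and 23 for F-SEC against F-HSC. Genes were named by rule, as genes the study names, the largest 10 rises and 10 falls with CCl4 (5 each way in the other tests) among called genes with a mean of at least 10 CPM and no overlap between groups, and up to 4 members per list with the lowest adjusted p or a change against the list. Single-gene results for some members of the lists are not reported here. By chance 10% of genes would not overlap between 3 and 3 libraries.

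Simulated counts with 100 genes changed 2-fold and 100 changed 4-fold were tested first. In F-SEC against Q-SEC (14292 genes run) 32% and 78% were recovered at the respective folds, in F-HSC against Q-HSC (14290) 31% and 85%, for the difference (14304) 7% and 50%, in Q-SEC against Q-HSC (14289) 32% and 80%, and in F-SEC against F-HSC (14301) 22% and 78%. False calls made up 4.92, 8.53, 6.56, 5.69 and 2.88% of calls in that order.

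Whether equal numbers pair libraries was checked by correlating, across genes, each library's deviations from its group mean. Every same-numbered correlation exceeded 0.1 for Q-SEC with F-SEC (0.31, 0.25 and 0.16) and F-SEC with F-HSC (0.47, 0.45 and 0.43), and for Q-SEC with F-HSC (0.32, 0.14 and 0.22), which no test compares directly, so a fit with the number as a block is given where it changed a call there. Fits were repeated, as set out beforehand, with RLE scaling, no filter beyond 1 read, a filter at 10 CPM, DESeq2 1.42.0, limma-voom, an adjusted p under 0.01, a 2-fold limit, the block, omission of each library and fits of only the 6 libraries compared. Testing clone entries together with genes, leaving out Rn45s and the ribosomal RNA-like Lars2, and using only the 8 libraries numbered 2 and 3 were chosen after seeing the data, as were the block and omissions for the overlap.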

Results

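Sinusoidal endothelial cells (SECs), the fenestrated, scavenging endothelium of the hepatic sinusoid, and hepatic stellate cells (HSCs), its vitamin A-storing pericytes, were profiled by bulk RNA sequencing. They came from male C57BL/6 mice given oil or carbon tetrachloride (CCl4), a hepatotoxin whose repeated injection scars the liver, at 0.6 µl per g body weight, 15% in oil, 2 times a week for 6 weeks. The 12 libraries formed 4 groups of 3, with Q-SEC and Q-HSC from the oil controls and F-SEC and F-HSC from the CCl4-treated animals. Gene counts summed to 10343666, 10643626 and 9333699 in Q-SEC.1 to Q-SEC.3, to 11309878, 10579629 and 9291420 in F-SEC.1 to F-SEC.3, to 9353101, 8774823 and 8714228 in Q-HSC.1 to Q-HSC.3, and to 13068564, 10384220 and 9570157 in F-HSC.1 to F-HSC.3. At these depths 3 counts, taken as the floor per library, stood for 0.229 to 0.335 CPM (counts scaled to the TMM-adjusted library size), and floors and counting intervals cover counting error only. Of 23472 genes in the table, 14489 were expressed highly enough to be tested. Levels are mean CPM ± SD and changes are log2 fold changes ± SE, each over 3 libraries per group, with adjusted p-values from edgeR's quasi-likelihood test for genes and from camera for gene lists. The labels do not say whether the libraries of a group came from separate mice, so p-values measure the spread between these libraries, which may be technical. Groups, tests, gene lists and the rule for naming genes were fixed before the data were examined.

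The first principal component (41.2% of the variance) ran from F-HSC to Q-SEC and the second (28.3%) from Q-HSC to F-SEC. Some libraries stood apart from their group. Reln, a glycoprotein secreted by stellate cells, reached 783 CPM in Q-SEC.1 against 56.3 and 31.8 CPM in Q-SEC.2 and Q-SEC.3, and 1166 CPM in Q-HSC.1 against 275 and 200.1 CPM in Q-HSC.2 and Q-HSC.3. The mean level of the stellate marker list in library 1 exceeded the mean of libraries 2 and 3 by 2.68 log2 units in Q-SEC and by 1.56 in Q-HSC, while the difference was -0.34 in F-SEC and -0.14 in F-HSC. Gpnmb, a gene of lipid-laden and scar-associated macrophages, measured 6674 CPM in F-HSC.1 against 455 and 933 CPM in F-HSC.2 and F-HSC.3. The 45S ribosomal RNA precursor Rn45s took from 1.20% of gene counts in F-HSC.1 to 12.6% in F-HSC.3.

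**Figure D1:**
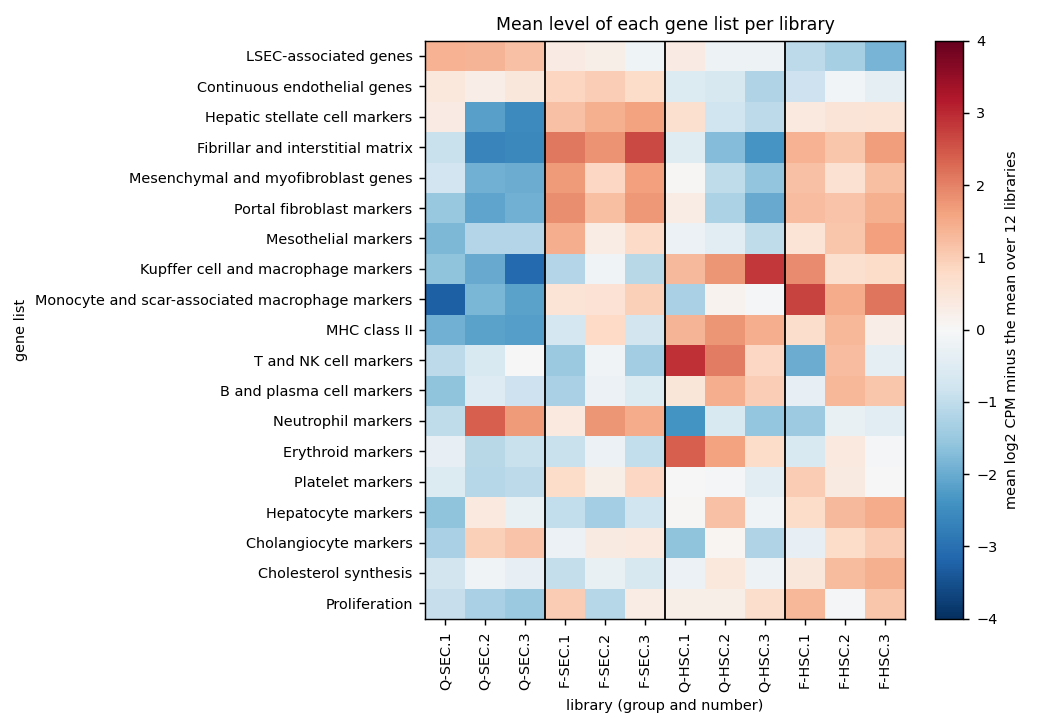
Mean log2 CPM of 19 gene lists in each of the 12 libraries, drawn as the difference from the mean over all libraries (colour scale, log2 units, from blue for lower to red for higher). The stellate list stands 2.68 log2 units higher in Q-SEC.1 than the mean of Q-SEC.2 and Q-SEC.3, and the LSEC-associated list lies at least 0.87 higher in every SEC library than in any HSC library of the same treatment.

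The comparison of Q-SEC with Q-HSC asked what the isolations from control liver held. Endothelial transcripts were richer in Q-SEC and macrophage transcripts richer in Q-HSC. Kdr, the main endothelial receptor for VEGF (mm10 chromosome 5, 75933270 to 75978428), averaged 4199.7 ± 323 CPM in Q-SEC and 1154 ± 70.1 CPM in Q-HSC, a log2 difference of 1.86 ± 0.27 (edgeR adjusted p = 0.00077). Stab2, the scavenger receptor with which sinusoidal endothelium clears hyaluronan, measured 5219.8 ± 502 CPM in Q-SEC and still 1954 ± 317 CPM in Q-HSC (log2 difference 1.42 ± 0.27, adjusted p = 0.0027). C1qa, a complement component made by resident macrophages, averaged 1273 ± 619.9 CPM in Q-HSC and 60.9 ± 34.7 CPM in Q-SEC (log2 difference -4.39 ± 0.61, adjusted p = 0.00067). Lrat, the enzyme that esterifies retinol for storage in stellate cells, was at 109 ± 141 CPM in Q-SEC and 177 ± 173 CPM in Q-HSC.

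Of the 23 LSEC-associated genes, 21 were higher in Q-SEC and 0 lower, 21 and 1 adjusted over the list alone, with a median log2 difference of 1.47 (camera adjusted p = 2.8e-08, 0.55 with an estimated correlation). Flt4, the receptor for VEGF-C, differed by 1.72 ± 0.26 and Gata4, a transcription factor of liver endothelium, by 1.59 ± 0.21. Continuous endothelial genes were higher for 15 of 21 and lower for 0, likewise 15 and 0 adjusted over the list alone. Their median was 1.42 (adjusted p = 3.0e-06, 0.50 with an estimated correlation). In that list Mcam differed by 1.70 ± 0.19 and Pecam1 by 1.44 ± 0.24, both adhesion molecules of endothelium. Endothelial migration genes were higher for 24 of 40 and lower for 1, and 28 and 1 adjusted over the list alone. The median came to 1.16 (adjusted p = 1.3e-07, 0.50 with an estimated correlation). The exception was the histone deacetylase Hdac9 at -4.28 ± 0.50, or -3.66 without Q-HSC.3. Angiocrine factors were higher for 10 of 18 and lower for 2, 10 and 2 adjusted over the list alone. As a list these had a median of 1.18 (adjusted p = 0.0061, 0.55 with an estimated correlation). Scavenger receptors were higher for 11 of 16 and lower for 1, 11 and 1 adjusted over the list alone. The median of the list was 1.04 (adjusted p = 0.0044, 0.62 with an estimated correlation). Basement membrane genes were higher for 9 of 16 and lower for 0, 9 and 0 adjusted over the list alone. These genes had a median of 1.21 (adjusted p = 0.0061, 0.62 with an estimated correlation), with the proteoglycan perlecan, Hspg2, at 1.46 ± 0.29. Immediate early genes, which cell isolation can induce, were higher in Q-SEC for 12 of 19 and lower for 0, 13 and 0 adjusted over the list alone. The list stood at a median of 1.21 (adjusted p = 0.00020, 0.62 with an estimated correlation), and the stress factor Atf3 differed by 2.25 ± 0.30. TGF-β and BMP signalling genes were higher for 8 of 22 and lower for 1, 8 and 1 adjusted over the list alone. Together they had a median of 0.47 (adjusted p = 0.039, 0.62 with an estimated correlation), a call that ended without Q-HSC.3 (adjusted p = 0.078) or Q-SEC.1 (0.14).

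All 15 Kupffer cell and macrophage markers were higher in Q-HSC, 15 of 15 by either adjustment, that over all genes and adjusted over the list alone. Over the list the median was -4.39 (adjusted p = 1.6e-11, 0.50 with an estimated correlation). Clec4f, the glycan receptor of Kupffer cells, measured 2185, 2713 and 5767 CPM in the Q-HSC libraries and 231, 145 and 51.3 CPM in the Q-SEC libraries. MHC class II genes were lower in Q-SEC for 8 of 8, also 8 adjusted over the list alone. Across all members the median was -3.65 (adjusted p = 1.7e-07, 0.50 with an estimated correlation), with the peptide loading chaperone H2-DMa at -4.03 ± 0.39. Proliferation genes were lower for 14 of 27, and 16 adjusted over the list alone. The members had a median of -1.59 (adjusted p = 2.3e-06, 0.62 with an estimated correlation), with Mki67, the Ki-67 antigen of cycling cells, at -2.66 ± 0.49. Markers of T and NK cells were lower for 9 of 15 (11 adjusted over the list alone, median -2.55, adjusted p = 0.00039, 0.62 with an estimated correlation), those of B and plasma cells for 5 of 9 (5 adjusted over the list alone, median -1.57, adjusted p = 0.0033, 0.55 with an estimated correlation) and erythroid markers for 4 of 4 (4 adjusted over the list alone, median -3.35, adjusted p = 0.011, 0.54 with an estimated correlation). Monocyte and scar-associated macrophage markers were lower in Q-SEC for 8 of 11 and higher for 0, 8 and 1 adjusted over the list alone. The list's median stood at -2.67 (adjusted p = 0.0033, 0.55 with an estimated correlation). Neutrophil markers ran the other way, higher in Q-SEC for 7 of 9 (7 higher and 1 lower adjusted over the list alone, median 4.48, adjusted p = 0.015, 0.64 with an estimated correlation), and this call ended without Q-HSC.1 (adjusted p = 0.061). S100a9, a subunit of the neutrophil alarmin calprotectin, was at 195 ± 201 CPM in Q-SEC and 6.17 ± 3.73 CPM in Q-HSC, a log2 difference of 4.99 ± 0.93 that came to 3.79 without Q-SEC.2.

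Stellate markers as a list were lower in Q-SEC (median -0.65, adjusted p = 0.048, 0.64 with an estimated correlation), with 1 of 17 lower and 0 higher (1 and 0 adjusted over the list alone). The call ended without Q-HSC.1 (adjusted p = 0.31, median 0.14), Q-SEC.2 (adjusted p = 0.21, median -0.24) or Q-SEC.3 (adjusted p = 0.29, median -0.19) and with RLE scaling (0.056) or the filter at 10 CPM (0.055), and the median moved to -2.34 without Q-SEC.1 and -1.03 without Q-HSC.3. Hepatocyte markers were lower for 3 of 19 (0 adjusted over the list alone, median -0.75, adjusted p = 0.017, 0.64 with an estimated correlation), a call that ended without Q-HSC.2 (adjusted p = 0.18, median -0.28) or Q-SEC.1 (adjusted p = 0.32, median -0.45) or with only libraries 2 and 3 (0.14) and whose median was -1.24 without Q-SEC.2. Oxidative phosphorylation genes were lower for 4 of 22 (4 adjusted over the list alone, median -0.25, adjusted p = 0.040, 0.64 with an estimated correlation), a call that ended without Q-HSC.1 (adjusted p = 0.061), Q-HSC.3 (0.055), Q-SEC.2 (0.17, median -0.16) or Q-SEC.3 (0.099). The other lists, among them fibrillar matrix (median -0.71, adjusted p = 0.45) and mesenchymal genes (median -0.31, adjusted p = 0.22), were not called. In all, edgeR's quasi-likelihood test called 4317 of 14489 genes at an adjusted p under 0.05, 2243 higher and 2074 lower in Q-SEC. Camera called 19 of 35 lists (0 with an estimated correlation) and fry 15.

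The comparison of F-SEC with Q-SEC asked what CCl4 fibrosis changed in the SEC fraction. Most LSEC-associated genes fell, while most genes of the fibrillar matrix and mesenchymal lists and many of matrix crosslinking rose. Stab2 (mm10 chromosome 10, 86841210 to 87007942) fell 3.01-fold, from 5219.8 ± 502 to 1733 ± 225 CPM (edgeR adjusted p = 0.0030), and Kdr 2.98-fold, to 1410.5 ± 293 CPM (adjusted p = 0.0034). Col1a1, the α1 chain of type I collagen (mm10 chromosome 11, 94936270 to 94951856), rose 314-fold, from 13.9 ± 12.9 to 4362 ± 2405 CPM (log2 change 8.29 ± 1.08, adjusted p = 0.0010), and reached 4226, 2028 and 6833 CPM in the F-SEC libraries. Acta2, the smooth muscle actin of myofibroblasts (mm10 chromosome 19, 34240336 to 34255373), rose 79.6-fold, from 2.83 ± 2.81 to 227 ± 138 CPM (log2 change 6.32 ± 1.10, adjusted p = 0.0036). Cd34, a sialomucin of continuous capillaries (mm10 chromosome 1, 194938821 to 194961292), rose 3.67-fold, from 44.3 ± 7.36 to 162 ± 32.9 CPM (log2 change 1.87 ± 0.22, adjusted p = 0.00058). Without Q-SEC.1, the library with stellate transcripts, the log2 change was 9.40 for Col1a1 and 7.52 for Acta2.

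Among the 23 LSEC-associated genes 18 fell and 0 rose, the same numbers adjusted over the list alone, with a median of -1.27 (camera adjusted p = 2.3e-08, 0.30 with an estimated correlation). F8, coagulation factor VIII, which liver endothelium secretes, fell by 2.48 ± 0.32, the mannose receptor Mrc1 by 1.76 ± 0.26, the semaphorin receptor Plxnc1 by 1.45 ± 0.25 and Flt4 by 1.27 ± 0.26 on the log2 scale. Oit3, another gene of sinusoidal endothelium, fell by 1.30 ± 0.40 (adjusted p = 0.039), but this call ended without any 1 of the 6 libraries (adjusted p = 0.059, 0.079 and 0.15 without F-SEC.1, F-SEC.2 and F-SEC.3, and 0.097, 0.079 and 0.067 without Q-SEC.1, Q-SEC.2 and Q-SEC.3). Lyve1, the hyaluronan receptor, changed by less than its error (-0.36 ± 0.46, adjusted p = 0.60). Scavenger receptors fell for 9 of 16 and rose for 1, 10 and 2 adjusted over the list alone. Taken as a list, the median was -0.77 (adjusted p = 0.0034, 0.43 with an estimated correlation). Fcgr2b, an Fc receptor that clears immune complexes, fell by 1.52 ± 0.32, and the endocytic receptor Lrp1 was the member that rose (2.65 ± 0.52). Endothelial migration genes fell for 13 of 40 and rose for 3, 14 and 3 adjusted over the list alone. Their median was -0.43, or -0.27 without F-SEC.3 (adjusted p = 0.014, 0.52 with an estimated correlation). Robo4, a guidance receptor that stabilises vessels, fell by 1.33 ± 0.27 and the focal adhesion kinase gene Ptk2 by 0.72 ± 0.13, while Cxcr7, a scavenging receptor for CXCL12, rose by 2.39 ± 0.42.

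Continuous endothelial genes rose for 6 of 21 and fell for 1, 7 and 1 adjusted over the list alone, and the list was not called (median 0.37, adjusted p = 0.22). Besides Cd34, the endothelial tip cell gene Esm1 rose by 1.12 ± 0.24 and the matrix gene Vwa1 by 2.65 ± 0.44, while the arterial ligand Efnb2 fell by 0.98 ± 0.21. Pecam1 was at -0.61 ± 0.24 (adjusted p = 0.084, 0.029 with the replicate number as a block and 0.029 to 0.33 over all alternatives) and Mcam at -0.06 ± 0.18 (adjusted p = 0.84). Cdh5, the cadherin of endothelial junctions, fell by 0.65 ± 0.20 (adjusted p = 0.041), a call that ended without F-SEC.1 (0.11), F-SEC.3 (0.19), Q-SEC.1 (0.13), Q-SEC.2 (0.091) or Q-SEC.3 (0.059). Basement membrane genes rose for 7 of 16 and fell for 1, 8 and 1 adjusted over the list alone. The median came to 1.16 (adjusted p = 0.013, 0.55 with an estimated correlation). Fn1, fibronectin, rose by 2.51 ± 0.49 and the linking protein Nid2 by 2.56 ± 0.55 (3.74 without Q-SEC.1), while the laminin chain Lama4 fell by 1.05 ± 0.19. The type IV collagen chains Col4a1 and Col4a2 rose by 1.46 ± 0.39 and 1.45 ± 0.36 and the laminin chain Lamc1 by 1.92 ± 0.45. Without Q-SEC.2 or Q-SEC.3 their adjusted p was 0.083 and 0.086 for Col4a1, 0.067 and 0.071 for Col4a2 and 0.055 and 0.058 for Lamc1, and without F-SEC.3 it was 0.059 for Col4a1. The paper reports rises of Cd34, Pecam1, Col4a1, Col4a2, Lamc1 and Fn1 in LSECs, but Pecam1 did not rise here. It also reports changes of LSEC, matrix and mesenchymal genes, so the direction of lists holding any of these genes is not independent evidence. Angiocrine factors rose for 2 of 18 and fell for 4, 3 and 4 adjusted over the list alone. As a list these had a median of 0.19 (adjusted p = 0.65). The hepatocyte-directed signal Bmp2 fell by 1.41 ± 0.29 and the lymphangiogenic factor Vegfc rose by 1.34 ± 0.21. Genes of the eNOS-sGC pathway rose for 3 of 14 and fell for 0, again 3 and 0 adjusted over the list alone. The median of the list was 0.15 (adjusted p = 0.24).

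Fibrillar and interstitial matrix genes rose for 24 of 29 and fell for 0, 25 and 0 adjusted over the list alone. These genes had a median of 3.48 (adjusted p = 4.1e-18, 0.30 with an estimated correlation). Thbs1, thrombospondin 1, rose by 3.29 ± 0.32 and the microfibril gene Mfap2 by 4.80 ± 0.42. Col3a1 rose by 6.50 ± 1.10, and by 8.38 without Q-SEC.1. Matrix crosslinking and remodelling genes rose for 13 of 23 and fell for 1, with 13 and 1 adjusted over the list alone. The list stood at a median of 1.82 (adjusted p = 1.6e-06, 0.30 with an estimated correlation). Lox, the enzyme that crosslinks collagen, rose by 5.18 ± 0.46 and the metalloproteinase inhibitor Timp1 by 4.67 ± 0.68. Mesenchymal and myofibroblast genes rose for 17 of 21 and fell for 0, 19 and 0 adjusted over the list alone. Together they had a median of 2.64 (adjusted p = 1.1e-10, 0.30 with an estimated correlation). The intermediate filament gene Des rose by 4.53 ± 0.42. Tagln, the contractile protein SM22, rose by 5.02 ± 0.73 and the PDGF receptors Pdgfrb and Pdgfra by 4.34 ± 1.06 and 3.76 ± 0.93, and without Q-SEC.2 the adjusted p of Pdgfra was 0.053. Without Q-SEC.1 the change was 5.99 for Tagln, 7.19 for Pdgfrb and 6.10 for Pdgfra. Integrins and matrix receptors rose for 7 of 20 and fell for 0, 8 and 0 adjusted over the list alone (median 0.75, adjusted p = 0.00083, 0.30 with an estimated correlation), and TGF-β and BMP signalling genes for 9 and 1 of 22, 10 and 3 adjusted over the list alone (median 0.36, adjusted p = 0.0039, 0.34 with an estimated correlation). The integrin chain Itgav, which activates latent TGF-β, rose by 1.43 ± 0.24 and Tgfb3 by 2.80 ± 0.20.

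Markers of other cell types moved with these matrix genes. Stellate markers rose for 7 of 17 and fell for 0, 9 and 0 adjusted over the list alone. Over the list the median was 2.26, or 3.97 without Q-SEC.1 (adjusted p = 5.6e-08, 0.30 with an estimated correlation). The stellate genes Reln and Lrat were at 2.26 ± 1.09 and 1.99 ± 0.90 (adjusted p = 0.15 and 0.13), and Lrat had an adjusted p of 0.033 with the replicate number as a block (0.00043 to 0.30 over all alternatives). Portal fibroblast markers rose for 8 of 10, 9 adjusted over the list alone (median 2.79, adjusted p = 1.8e-06, 0.30 with an estimated correlation), and mesothelial markers for 7 of 9, 7 adjusted over the list alone (median 2.93, adjusted p = 3.1e-05, 0.30 with an estimated correlation). Retinoid metabolism genes rose for 3 of 17 and fell for 1, 3 and 1 adjusted over the list alone. Across all members the median was 0.25 (adjusted p = 0.067). Transcription factors of endothelial-to-mesenchymal transition did not move as a list (median 0.54, adjusted p = 0.41), with 2 of 6 measured higher and 1 lower, also 2 and 1 adjusted over the list alone. Snai2 rose by 1.43 ± 0.31, from 6.52 ± 1.63 to 17.6 ± 3.27 CPM, and Zeb1 fell by 0.85 ± 0.19, a call that ended without F-SEC.3 (adjusted p = 0.056). Snai1, Zeb2 and Twist1 did not pass the test at 0.43 ± 0.32, 0.65 ± 0.28 and -0.78 ± 0.34 (adjusted p = 0.35, 0.11 and 0.12), although Twist1 had an adjusted p of 0.039 with the replicate number as a block (0.039 to 0.36 over all alternatives).

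**Figure D2:**
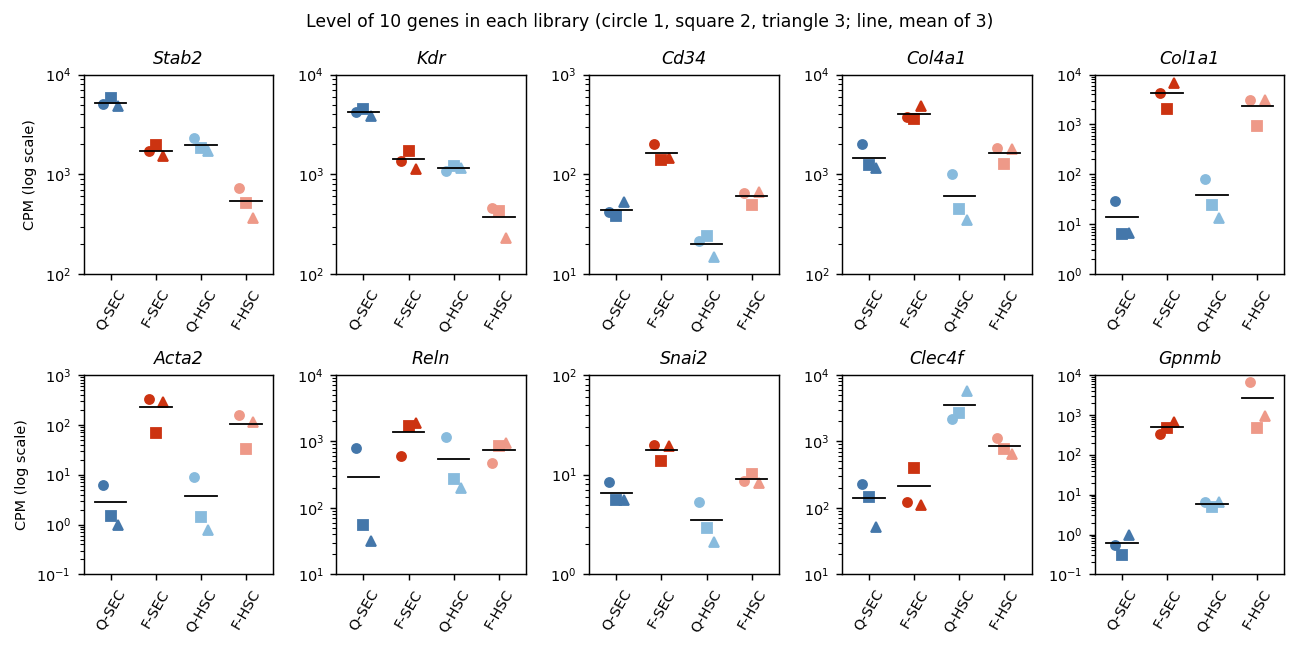
Level of 10 genes in each library of the 4 groups, in CPM on a log axis, with a symbol per library number and a line at the mean of 3 libraries. Stab2 and Kdr fall and Col1a1 and Acta2 rise in both fractions with CCl4, Reln reaches 783 CPM in Q-SEC.1, and Clec4f lies between 646 and 5767 CPM in the HSC libraries and between 51.3 and 401 CPM in the SEC libraries.

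Many macrophage and most MHC class II genes rose in F-SEC. Kupffer cell and macrophage markers rose for 8 of 15 and fell for 0, 8 and 1 adjusted over the list alone. The members had a median of 2.07 (adjusted p = 0.00047, 0.54 with an estimated correlation). Lyz2, the lysozyme of myeloid cells, rose by 3.14 ± 0.58, from 78.2 ± 20.7 to 689 ± 94.1 CPM. Monocyte and scar-associated macrophage markers rose for 6 of 11 and fell for 0, 7 and 0 adjusted over the list alone. The list's median stood at 2.16 (adjusted p = 4.5e-05, 0.30 with an estimated correlation), led by Gpnmb at 9.62 ± 1.17 (mm10 chromosome 6, 49036518 to 49058182). MHC class II genes rose for 7 of 8, again 7 adjusted over the list alone. Taken as a list, the median was 2.20, or 1.42 without F-SEC.2 (adjusted p = 8.0e-05, 0.30 with an estimated correlation). Chemokine and adhesion genes rose for 7 of 18, 7 adjusted over the list alone. Their median was 1.25 (adjusted p = 0.00083, 0.30 with an estimated correlation), among them the monocyte attractant Ccl2 at 1.97 ± 0.32 and E-selectin, Sele, at 2.04 ± 0.41. Proliferation genes rose for 14 of 27, 17 adjusted over the list alone. The median came to 1.58 (adjusted p = 2.5e-05, 0.55 with an estimated correlation), with the mitotic cyclin Ccnb1 at 3.45 ± 0.67. Platelet markers rose for 2 of 4, 2 adjusted over the list alone, and the list was not called (median 1.78, adjusted p = 0.058) but had an adjusted p of 0.0496 with the replicate number as a block (0.043 to 0.30 over all alternatives). Neutrophil markers did not pass for any of 9 members (median -0.56, camera direction up, adjusted p = 0.80). The same held for the 15 T and NK cell markers (median -0.56, adjusted p = 0.56) and the 9 B and plasma cell markers (median -0.16, mean 0.28, adjusted p = 0.65).

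Oxidative phosphorylation genes rose for 3 of 22 (0 adjusted over the list alone, median 0.35, adjusted p = 0.0042, 0.63 with an estimated correlation), a call that ended without F-SEC.1 (adjusted p = 0.083, median 0.17). Glycolysis and hypoxia genes rose for 6 of 16 and fell for 1, 9 and 1 adjusted over the list alone. As a list these had a median of 0.61 (adjusted p = 0.029, 0.43 with an estimated correlation), a call that ended without F-SEC.1 (adjusted p = 0.079, median 0.36) or Q-SEC.3 (0.058) or with the filter at 10 CPM (0.13). Hexokinase 2, Hk2, rose by 1.79 ± 0.37. Lists that were not called were hepatocyte markers (median -0.66, adjusted p = 0.38, 2 of 19 lower), cholangiocyte markers (median -0.35 with camera's direction up, adjusted p = 0.91), erythroid markers (median 0.66 with camera's direction down, adjusted p = 0.91), the interferon response (median 0.12, adjusted p = 0.65), immediate early genes (median 0.26, adjusted p = 0.12), the unfolded protein response (median -0.14, adjusted p = 0.26) and cholesterol synthesis (median -0.25, adjusted p = 0.28). Adjusted over the list alone, 2 hepatocyte markers, 1 erythroid marker and 0 cholesterol synthesis genes were lower, and 1 interferon gene and 1 immediate early gene higher.

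The largest rises by the fixed rule included the fibrillin gene Fbn2 (mm10 chromosome 18, 58008623 to 58209926), not counted in Q-SEC and at 58.5 ± 25.8 CPM in F-SEC, at least 183-fold higher against 3 counts per library (adjusted p = 0.00035), and the osteoclast and macrophage proton pump subunit Atp6v0d2, at least 61.7-fold higher. Ltbp2, a latent TGF-β binding protein of elastic fibres, rose by 8.71 ± 0.65 and the matrix gene Svep1 by 8.15 ± 0.73. The dipeptidase gene Dpep1, with 1 to 3 counts in Q-SEC, had a ratio of 339 (95% interval 93.6 to 2806). The largest falls besides F8 included the dendritic cell lectin Clec9a at -2.42 ± 0.24 and Gpr155 at -2.37 ± 0.23, and genes of the liver's major urinary proteins. Mup17 had a ratio of 0.00595 (95% interval 0.000718 to 0.0217), but Mup genes are near-identical copies among which reads could be split, so the value for 1 copy is uncertain. The test called 3455 of 14489 genes, 1705 higher and 1750 lower in F-SEC, and 1840 of them changed at least 2-fold, 1333 up and 507 down. The count was 2191 without F-SEC.1, 1941 without F-SEC.3, 1791 without Q-SEC.2 and 1710 without Q-SEC.3. Camera called 19 of 35 lists (0 with an estimated correlation) and fry 18. Lists share genes, such as Stab2 (LSEC, scavenger), Eln (matrix, portal fibroblast) and Des (stellate, mesenchymal), so their calls are not separate.

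The comparison of F-HSC with Q-HSC asked what CCl4 fibrosis changed in the HSC fraction. Many genes of the matrix, crosslinking, mesenchymal and cholesterol synthesis lists rose here, while most LSEC-associated genes and 9 of 21 interferon response genes fell. Col1a1 rose 60.6-fold, from 39.4 ± 35.9 to 2392 ± 1272 CPM (log2 change 5.92 ± 0.97, edgeR adjusted p = 0.0022), and by 7.01 on the log2 scale without Q-HSC.1. Fn1 rose 11.1-fold, from 289.5 ± 83.4 to 3220.4 ± 1824 CPM (log2 change 3.48 ± 0.51, adjusted p = 0.0014). Alb, serum albumin, rose 5.31-fold, from 2172 ± 1041 to 11536 ± 4402 CPM (log2 change 2.41 ± 0.47, adjusted p = 0.0043). Cd163, the haemoglobin scavenger receptor of resident macrophages (mm10 chromosome 6, 124304651 to 124330527), fell 27.2-fold, from 845 ± 725 to 31.0 ± 28.8 CPM (log2 change -4.76 ± 0.88, adjusted p = 0.0036), and its log2 change was -5.81 without F-HSC.1 and -3.77 without Q-HSC.3.

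Fibrillar and interstitial matrix genes rose for 20 of 29 and fell for 0, 21 and 0 adjusted over the list alone. The median of the list was 2.77 (adjusted p = 7.0e-11, 0.46 with an estimated correlation). Thbs1 rose by 3.66 ± 0.32 and Mfap2 by 3.16 ± 0.41. Crosslinking and remodelling genes rose for 12 of 23 and fell for 0, 14 and 0 adjusted over the list alone. These genes had a median of 1.69 (adjusted p = 2.2e-05, 0.46 with an estimated correlation). Mesenchymal genes rose for 13 of 21 and fell for 1, 17 and 1 adjusted over the list alone. The list stood at a median of 1.89 (adjusted p = 1.8e-05, 0.46 with an estimated correlation). Acta2 rose by 4.76 ± 1.02 and Tagln by 3.30 ± 0.68, or by 6.55 and 4.04 without Q-HSC.1. Des rose by 1.29 ± 0.37, and its adjusted p was 0.065 without F-HSC.3, 0.073 without Q-HSC.2 and 0.067 without Q-HSC.3, while its change was 1.95 without Q-HSC.1. Pdgfra and Pdgfrb were at 2.08 ± 0.86 and 2.37 ± 0.97 (adjusted p = 0.086 and 0.082). Integrins and matrix receptors rose for 10 of 20 and fell for 2, 11 and 2 adjusted over the list alone. Together they had a median of 0.99 (adjusted p = 0.0012, 0.46 with an estimated correlation). Basement membrane genes rose for 7 of 16 and fell for 2, 8 and 2 adjusted over the list alone. Over the list the median was 0.93 (adjusted p = 0.010, 0.50 with an estimated correlation), a call that ended without Q-HSC.3 (adjusted p = 0.059), and the median was 1.60 without Q-HSC.1. Col4a2 rose by 1.52 ± 0.36, or 2.12 without Q-HSC.1. TGF-β and BMP genes rose for 8 of 22 and fell for 3, 9 and 3 adjusted over the list alone. Across all members the median was 0.05 (adjusted p = 0.036, 0.50 with an estimated correlation), and this call ended without F-HSC.2 (adjusted p = 0.072, median 0.12), Q-HSC.2 (0.067, median 0.14) or Q-HSC.3 (0.062, median 0.10), while the median was 0.35 without Q-HSC.1, 0.27 without F-HSC.1 and 0.10 without F-HSC.3.

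Stellate markers rose for 5 of 17 and fell for 0, the same adjusted over the list alone. The members had a median of 0.81 (adjusted p = 0.018, 0.62 with an estimated correlation). This call ended without Q-HSC.2 (adjusted p = 0.064, median 0.48) or Q-HSC.3 (0.080, median 0.40), and the median was 1.70 without Q-HSC.1. Reln and Lrat did not pass at 0.45 ± 1.05 and 0.03 ± 0.87 (adjusted p = 0.77 and 0.98). Retinoid metabolism genes rose for 7 of 17 and fell for 0, again 7 and 0 adjusted over the list alone. The list's median stood at 0.52 (adjusted p = 0.030, 0.46 with an estimated correlation). The alcohol dehydrogenase Adh1 rose by 2.47 ± 0.48 and the plasma retinol carrier Rbp4 by 2.68 ± 0.53, both abundant in hepatocytes as well. The list's call ended without F-HSC.2 (adjusted p = 0.072, median 0.10) or Q-HSC.2 (0.057), and its median was 0.86 without F-HSC.1 and 0.23 without F-HSC.3. Portal fibroblast markers rose for 7 of 10 and fell for 1, 7 and 1 adjusted over the list alone. Taken as a list, the median was 2.24 (adjusted p = 0.0037, 0.46 with an estimated correlation). Mesothelial markers rose for 6 of 9, 7 adjusted over the list alone. Their median was 1.71 (adjusted p = 0.00082, 0.46 with an estimated correlation). EndMT transcription factors were not called (median 0.28, mean 0.09, camera's direction down, adjusted p = 0.98), with 1 of 6 higher and 2 lower, 1 and 2 adjusted over the list alone. Snai2 rose by 1.36 ± 0.32 and Zeb1 fell by 1.12 ± 0.19. Twist1 fell by 1.43 ± 0.36, a call that ended without F-HSC.3 (adjusted p = 0.056) or Q-HSC.1 (0.056), and Snai1 and Zeb2 were at 0.79 ± 0.33 and -0.24 ± 0.28 (adjusted p = 0.089 and 0.53).

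LSEC-associated genes fell in F-HSC for 18 of 23 and rose for 0, the same adjusted over the list alone. The median came to -1.54 (adjusted p = 2.6e-08, 0.46 with an estimated correlation), with Stab2 at -1.86 ± 0.27, Kdr at -1.64 ± 0.27, Flt4 at -1.47 ± 0.26 and Oit3 at -1.78 ± 0.41. Scavenger receptors fell for 8 of 16 and rose for 2, 9 and 2 adjusted over the list alone. As a list these had a median of -0.97 (adjusted p = 0.015, 0.50 with an estimated correlation). Migration genes fell for 17 of 40 and rose for 4, 18 and 4 adjusted over the list alone. The median of the list was -0.43 (adjusted p = 0.021, 0.50 with an estimated correlation), a call that ended without Q-HSC.1 (adjusted p = 0.057, median -0.20) or with only libraries 2 and 3 (0.15). Cd34 rose by 1.58 ± 0.22 and Cdh5 fell by 0.92 ± 0.21. Pecam1 fell by 0.87 ± 0.24, a call that ended without F-HSC.1 (adjusted p = 0.057), F-HSC.3 (0.078) or Q-HSC.1 (0.093). Continuous endothelial genes (median 0.39, adjusted p = 0.27, 4 of 21 higher and 2 lower, 4 and 2 adjusted over the list alone), angiocrine factors (median 0.16, adjusted p = 0.98, 4 and 4 of 18, also 4 and 4 adjusted over the list alone) and the eNOS-sGC pathway (median 0.48, adjusted p = 0.19, 3 of 14 higher, 2 adjusted over the list alone) were not called.

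Cholesterol synthesis genes rose for 11 of 18 and fell for 0, 11 and 0 adjusted over the list alone. These genes had a median of 0.79 (adjusted p = 0.00011, 0.46 with an estimated correlation). The sterol reductase Dhcr7 rose by 0.82 ± 0.17. Hepatocyte markers rose for 6 of 19 and fell for 3, again 6 and 3 adjusted over the list alone. The list stood at a median of 0.83 (adjusted p = 0.021, 0.62 with an estimated correlation), a call that ended without F-HSC.2 (adjusted p = 0.067), Q-HSC.1 (0.072, median 0.48) or Q-HSC.3 (0.084), and the median was 1.71 without Q-HSC.2. The gluconeogenic gene Pck1 went against that list at -2.83 ± 0.63. Cholangiocyte markers rose for 2 of 10 (1 adjusted over the list alone, median 1.35, adjusted p = 0.018, 0.58 with an estimated correlation), a call that ended without F-HSC.2 (adjusted p = 0.053) or Q-HSC.1 (0.087), with a median of 2.08 without Q-HSC.2. Glycolysis and hypoxia genes rose for 7 of 16 and fell for 1, 8 and 2 adjusted over the list alone. Together they had a median of 0.78 (adjusted p = 0.0025, 0.46 with an estimated correlation), with lactate dehydrogenase A, Ldha, at 1.53 ± 0.26. Oxidative phosphorylation genes rose for 10 of 22, 11 adjusted over the list alone (median 0.45, adjusted p = 9.7e-05, 0.50 with an estimated correlation), and immediate early genes for 5 of 19, again 5 adjusted over the list alone (median 0.56, adjusted p = 0.0038, 0.51 with an estimated correlation), with Atf3 at 3.54 ± 0.31.

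Interferon response genes fell in F-HSC for 9 of 21, and 13 adjusted over the list alone. Over the list the median was -0.72, or -1.17 without F-HSC.1 (adjusted p = 9.7e-05, 0.48 with an estimated correlation). Oas2, a sensor of double-stranded RNA, fell by 2.59 ± 0.43 and the antiviral GTPase Mx1 by 2.10 ± 0.36. Markers of T and NK cells fell for 5 of 15, and 12 adjusted over the list alone. Across all members the median was -2.33, or -3.57 without F-HSC.2 and -1.51 without Q-HSC.1 (adjusted p = 0.00047, 0.50 with an estimated correlation). Erythroid markers fell for 3 of 4, 4 adjusted over the list alone. The members had a median of -2.18 (adjusted p = 0.036, 0.46 with an estimated correlation), a call that ended without F-HSC.1 (adjusted p = 0.064) or Q-HSC.1 (0.079, median -1.39) or with only libraries 2 and 3 (0.17). Monocyte and scar-associated macrophage markers rose for 5 of 11 and fell for 1, 8 and 2 adjusted over the list alone. The list's median stood at 2.38 (adjusted p = 0.0056, 0.46 with an estimated correlation), a call that ended without Q-HSC.1 (adjusted p = 0.054) or with only libraries 2 and 3 (0.067). Gpnmb rose by 8.82 ± 1.07, and by 6.92 without F-HSC.1. Chemokine and adhesion genes rose for 7 of 18, 10 adjusted over the list alone. Taken as a list, the median was 1.13 (adjusted p = 0.0020, 0.46 with an estimated correlation), among them the neutrophil attractants Cxcl1 at 3.98 ± 0.47 and Cxcl2 at 3.67 ± 0.63. Lists not called were Kupffer cell and macrophage markers (median -0.62, adjusted p = 0.098, 4 of 15 lower, 4 adjusted over the list alone), MHC class II (median -0.65, adjusted p = 0.090), neutrophil markers (median 0.57, adjusted p = 0.31), B and plasma cell markers (median 0.01, mean -0.09, adjusted p = 0.66), platelet markers (median 0.77, adjusted p = 0.47), proliferation (median 0.42, adjusted p = 0.15) and the unfolded protein response (median 0.30, adjusted p = 0.070).

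The largest rises by the fixed rule included the neuropeptide gene Nts at 7.12 ± 0.94 (6.53 without F-HSC.3) and Ltbp2 at 6.85 ± 0.57, and, with 1 to 3 counts in Q-HSC, the epithelial gene Sprr1a with a ratio of 336 (95% interval 92.6 to 2777). Afp, the fetal serum protein re-expressed in injured liver, rose by 6.68 ± 0.77, by 5.76 without F-HSC.3 and by 7.27 without Q-HSC.1, and Ltbp2 by 7.53 without Q-HSC.1. The largest falls included Cd163, the B cell attractant Cxcl13 at -4.53 ± 0.63 and the hedgehog antagonist Hhip at -3.98 ± 0.89. The test called 4680 of 14489 genes, 2127 higher and 2553 lower in F-HSC, and 2629 of them changed at least 2-fold, 1439 up and 1190 down. The count was 2612 without F-HSC.3 and 3092 without Q-HSC.3. Camera called 24 of 35 lists (0 with an estimated correlation) and fry 21.

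The CCl4 responses were then compared. In both fractions 763 genes rose and 1194 fell, where independent lists of these sizes would share 250.3 and 308 genes, and 38 genes went in opposite directions. Across the 14489 genes the log2 changes had a Pearson correlation of 0.605 and a Spearman correlation of 0.536, which describes these fractions since genes are not independent replicates. No library was shared, but same-numbered F-SEC and F-HSC libraries correlated, and both fractions held endothelial and stellate RNA, a possible source of shared changes. The expected numbers are thus only a reference. Stab2, Kdr, Col1a1, Acta2 and Cd34 moved alike in both. The shared rises and falls were 526 and 759 without F-HSC.3, 612 and 783 without F-SEC.1, 588 and 496 without F-SEC.3, 807 and 784 without Q-HSC.1, 572 and 671 without Q-HSC.2, 647 and 756 without Q-HSC.3, 529 and 613 without Q-SEC.2, 516 and 613 without Q-SEC.3, and 1152 and 932 with only libraries 2 and 3, so which outnumbers the other depends on the libraries.

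**Figure D3:**
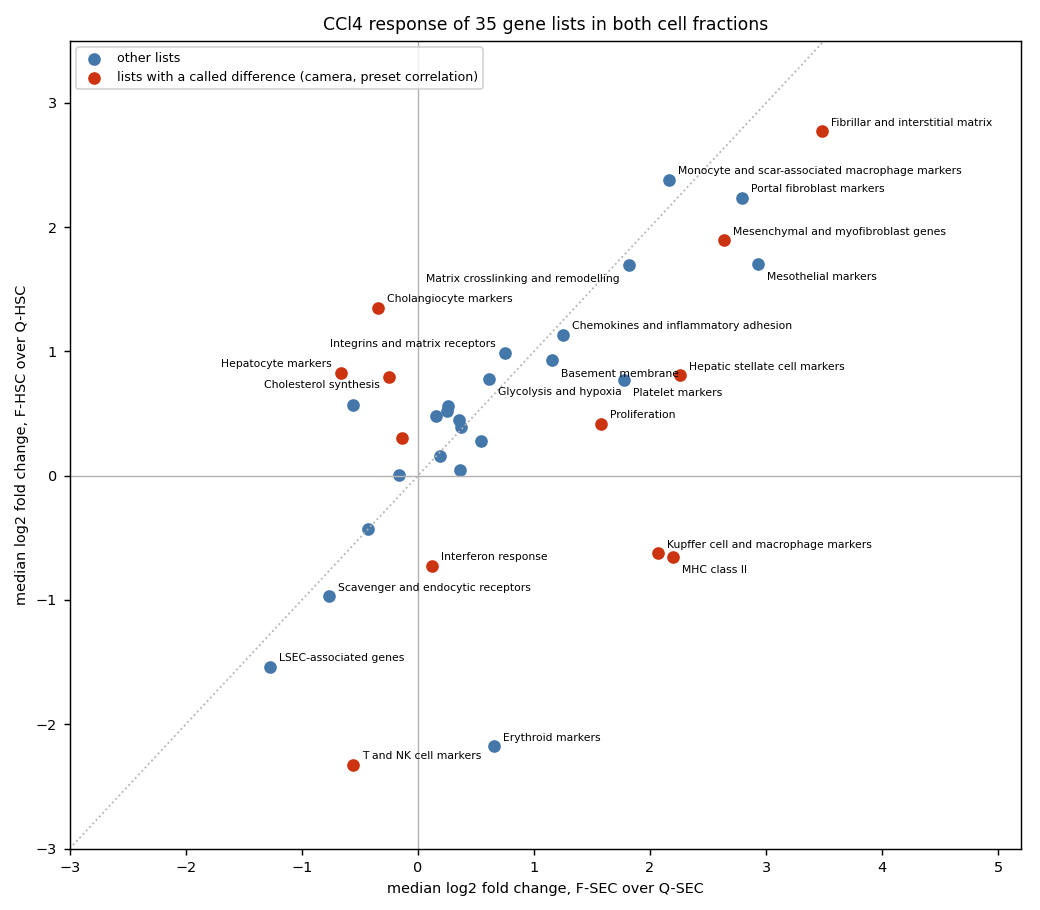
Median log2 fold change of 35 gene lists with CCl4 in the SEC fraction (x axis) and the HSC fraction (y axis), with the line of equal change dotted and lists with a called difference in red. Fibrillar matrix lies at 3.48 and 2.77, LSEC-associated genes at -1.27 and -1.54, and MHC class II at 2.20 and -0.65.

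The test of the difference asked which genes responded to CCl4 differently in the SEC and HSC fractions, as the SEC change minus the HSC change. Batf3, a transcription factor of type 1 dendritic cells (mm10 chromosome 1, 191098414 to 191108943), went from 0.815 ± 0.307 to 3.12 ± 1.42 CPM in SEC and from 25.7 ± 7.79 to 4.91 ± 0.797 CPM in HSC, a difference of 4.31 ± 0.54 (edgeR adjusted p = 0.014). Plac8, a gene of plasmacytoid and other immune cells, differed by 3.77 ± 0.49 (adjusted p = 0.019). The calls ended without F-HSC.3 (adjusted p = 0.052 for Batf3 and 0.069 for Plac8), Q-SEC.2 (0.072 and 0.072) or Q-SEC.3 (0.075 and 0.075), and that of Plac8 also without F-HSC.2 (0.054). The other genes at the top of this test lost their calls without 6 to 9 of the 12 libraries in turn. Among them Igfbp1, a binding protein for insulin-like growth factors, differed by -3.49 ± 0.62 (adjusted p = 0.037), and its call held only without F-HSC.1, Q-HSC.1 or Q-SEC.1.

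MHC class II genes had a median difference of 2.89 (adjusted p = 3.9e-08, 0.84 with an estimated correlation), with 2 of 8 genes past the test and 8 adjusted over the list alone. Kupffer cell and macrophage markers differed by 2.47 (adjusted p = 3.5e-08, 0.84 with an estimated correlation, 0 of 15 genes, 10 adjusted over the list alone), interferon genes by 0.86 (adjusted p = 7.8e-07, 0.84 with an estimated correlation, 1 of 21 genes, 8 adjusted over the list alone) and T and NK cell markers by 1.70 (adjusted p = 0.0013, 0.84 with an estimated correlation, 0 of 15 genes, 0 adjusted over the list alone). The T and NK cell call ended without F-HSC.1 (adjusted p = 0.070) or with only libraries 2 and 3 (0.43), and the median was 2.99 without F-HSC.2 and 1.01 without F-SEC.2. Stellate markers differed by 1.83 (adjusted p = 0.00040, 0.84 with an estimated correlation, 1 of 17 genes, 1 adjusted over the list alone), by 3.64 without Q-SEC.1 and by 0.83 without Q-HSC.1. Fibrillar matrix differed by 1.59 (adjusted p = 0.0031, 0.84 with an estimated correlation, 0 of 29 genes, 0 adjusted over the list alone), a call that ended without F-SEC.3 (adjusted p = 0.062) or Q-HSC.1 (0.20, median 0.71). Mesenchymal genes differed by 1.07 (adjusted p = 0.025, 0.84 with an estimated correlation, 2 of 21 genes, 2 adjusted over the list alone), a call that ended without F-HSC.2 (adjusted p = 0.16), F-SEC.1 (0.14), F-SEC.3 (0.097), Q-HSC.1 (0.30, median 0.29), Q-SEC.2 (0.065) or Q-SEC.3 (0.066), and the median was 2.20 without Q-SEC.1. Proliferation genes differed by 1.15 (adjusted p = 0.0031, 0.86 with an estimated correlation, 0 of 27 genes, 0 adjusted over the list alone), a call that ended without F-HSC.2 (adjusted p = 0.21) or F-SEC.1 (0.28, median 0.60).

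Other lists differed the other way. Cholesterol synthesis genes had a median difference of -1.13 (adjusted p = 3.9e-08, 0.84 with an estimated correlation), with 0 of 18 genes past the test and 11 adjusted over the list alone. Hepatocyte markers differed by -1.80 (adjusted p = 0.00019, 0.84 with an estimated correlation, 0 of 19 genes, 0 adjusted over the list alone) and unfolded protein response genes by -0.77 (adjusted p = 0.0015, 0.84 with an estimated correlation, 0 of 16 genes, 1 adjusted over the list alone), by -0.46 without F-HSC.2 and -0.36 without Q-SEC.1. Cholangiocyte markers differed by -1.66 (adjusted p = 0.012, 0.84 with an estimated correlation, 0 of 10 genes, 1 adjusted over the list alone), a call that ended without Q-HSC.1 (adjusted p = 0.074), Q-SEC.2 (0.062) or Q-SEC.3 (0.066), with a median of -2.54 without Q-HSC.2. LSEC-associated genes (median 0.26, adjusted p = 0.26), basement membrane genes (median -0.10, mean 0.22, adjusted p = 0.90) and the other 21 lists were not called. The test called 116 genes, 82 with a positive and 34 with a negative difference, while 2558 had an unadjusted p under 0.05. The count was unstable. It was 911 with DESeq2 and 25 with limma-voom. The signs were near even with the block (95 positive and 88 negative), with only libraries 2 and 3 (904 and 808) and without F-HSC.1 (382 and 361). Without 1 library the count was 743, 9 and 4 without F-HSC.1 to F-HSC.3, 75, 8 and 14 without F-SEC.1 to F-SEC.3, 204, 21 and 37 without Q-HSC.1 to Q-HSC.3, and 390, 4 and 3 without Q-SEC.1 to Q-SEC.3. Camera called 12 of 35 lists (0 with an estimated correlation) and fry 0.

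The comparison of F-SEC with F-HSC asked how the fractions differed in fibrotic liver. Endothelial genes were higher in F-SEC, and genes of hepatocytes, cholesterol synthesis and macrophages higher in F-HSC. Cldn5, the claudin of endothelial tight junctions, was at 246 ± 75.9 CPM in F-SEC and 41.2 ± 13.8 CPM in F-HSC, a log2 difference of 2.58 ± 0.35 (edgeR adjusted p = 0.0011). Alb was at 1694 ± 395 CPM in F-SEC and 11536 ± 4402 CPM in F-HSC (log2 difference -2.77 ± 0.48, adjusted p = 0.0027). Col1a1 averaged 4362 ± 2405 CPM in F-SEC and 2392 ± 1272 CPM in F-HSC.

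LSEC-associated genes were higher in F-SEC for 19 of 23, 20 adjusted over the list alone (median 1.72, adjusted p = 6.1e-11, 0.43 with an estimated correlation), and continuous endothelial genes for 13 of 21 (17 higher and 1 lower adjusted over the list alone, median 1.56, adjusted p = 9.4e-08, 0.43 with an estimated correlation). Kdr differed by 1.93 ± 0.27, Flt4 by 1.92 ± 0.26 and the gap junction gene of arteries Gja5 by 2.38 ± 0.57. Migration genes were higher for 20 of 40 and lower for 1, 26 and 1 adjusted over the list alone. Their median was 1.01 (adjusted p = 1.2e-08, 0.43 with an estimated correlation). Angiocrine factors were higher for 9 and lower for 1 of 18, 10 and 1 adjusted over the list alone (median 1.06, adjusted p = 0.00028, 0.43 with an estimated correlation), scavenger receptors for 9 and 2 of 16, 9 and 2 adjusted over the list alone (median 0.88, adjusted p = 0.0080, 0.54 with an estimated correlation), and basement membrane genes for 8 and 0 of 16, 10 and 2 adjusted over the list alone (median 1.09, adjusted p = 0.00071, 0.54 with an estimated correlation). TGF-β and BMP genes were higher for 7 and lower for 2 of 22, 11 and 2 adjusted over the list alone (median 0.57, adjusted p = 0.0011, 0.43 with an estimated correlation), and immediate early genes higher for 6 of 19, 9 adjusted over the list alone (median 0.83, adjusted p = 0.0023, 0.54 with an estimated correlation). EndMT transcription factors were higher in F-SEC for 3 of 6, 4 adjusted over the list alone. The median came to 1.14 (adjusted p = 0.0078, 0.43 with an estimated correlation), with Zeb1 at 1.32 ± 0.19 and Twist1 at 1.87 ± 0.36.

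Fibrillar matrix genes were higher in F-SEC as a list (median 0.95, adjusted p = 0.014, 0.66 with an estimated correlation), with 2 of 29 higher and 1 lower (2 and 1 adjusted over the list alone), a call that ended without F-HSC.2 (adjusted p = 0.062) or F-SEC.3 (0.099). Crosslinking genes were higher for 6 of 23 and lower for 2, 6 and 2 adjusted over the list alone. As a list these had a median of 0.83 (adjusted p = 0.0088, 0.54 with an estimated correlation), a call that ended without F-HSC.2 (adjusted p = 0.080). Stellate markers stood beside them at a median of 1.26 (adjusted p = 0.070) and mesenchymal genes at 0.65 (adjusted p = 0.31), neither called. With the replicate number as a block, Tagln at 1.43 and Snai1 at 0.96 passed the test (adjusted p = 0.023 and 0.032). These were 0.023 to 0.27 and 0.016 to 0.14 over all alternatives. Genes of the eNOS-sGC pathway were higher for 4 and lower for 2 of 14, 5 and 2 adjusted over the list alone. The median of the list was 0.98 (adjusted p = 0.046, 0.60 with an estimated correlation), a call that ended with the block (0.062, and 0.017 to 0.60 over all alternatives) and without F-HSC.1 (0.15), F-SEC.2 (0.060) or F-SEC.3 (0.077). Neutrophil markers were higher for 3 of 9 (6 adjusted over the list alone, median 2.36, adjusted p = 0.023, 0.60 with an estimated correlation), a call that ended without F-HSC.1 (adjusted p = 0.089), F-SEC.2 (0.060) or F-SEC.3 (0.051). Interferon genes were higher for 4 and lower for 1 of 21, 4 and 1 adjusted over the list alone. These genes had a median of 0.53 (adjusted p = 0.011, 0.61 with an estimated correlation), a call that ended without F-HSC.3 (adjusted p = 0.071, median 0.35) or F-SEC.1 (0.11, median 0.30).

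Cholesterol synthesis genes were higher in F-HSC for 17 of 18, and 18 adjusted over the list alone. The list stood at a median of -1.51 (adjusted p = 7.4e-10, 0.43 with an estimated correlation), with the lanosterol demethylase Cyp51 at -2.10 ± 0.37. Hepatocyte markers were higher in F-HSC for 15 of 19, and 16 adjusted over the list alone. Together they had a median of -2.31 (adjusted p = 5.2e-08, 0.44 with an estimated correlation), with Apoa1, the apolipoprotein of HDL, at -3.13 ± 0.57. Kupffer cell markers were higher in F-HSC for 10 of 15, 14 adjusted over the list alone. Over the list the median was -2.00, or -1.32 without F-HSC.1 (adjusted p = 5.3e-06, 0.54 with an estimated correlation), with the scavenger receptor Marco at -3.10 ± 0.61. Monocyte markers were higher in F-HSC for 4 of 11 and lower for 1, 8 and 1 adjusted over the list alone. Across all members the median was -1.86 (adjusted p = 0.026, 0.54 with an estimated correlation), a call that ended without F-HSC.1 (adjusted p = 0.11, median -1.15) or F-SEC.1 (0.058) or with the filter at 10 CPM (0.073). B and plasma cell markers were higher in F-HSC for 2 of 9, 7 adjusted over the list alone. The members had a median of -1.48 (adjusted p = 0.0080, 0.54 with an estimated correlation). MHC class II genes were higher in F-HSC for 1 of 8, 3 adjusted over the list alone. The list's median stood at -0.82 (adjusted p = 0.014, 0.54 with an estimated correlation), a call that ended without F-HSC.2 (adjusted p = 0.080, median -0.42), F-SEC.1 (0.061, median -0.50) or F-SEC.3 (0.064) or with only libraries 2 and 3 (0.079), with a median of -1.58 without F-SEC.2.

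Genes of oxidative phosphorylation were higher in F-HSC for 8 of 22, 9 adjusted over the list alone. Taken as a list, the median was -0.35, or -0.55 without F-SEC.1 and -0.22 without F-SEC.2 (adjusted p = 0.00015, 0.54 with an estimated correlation). Glycolysis and hypoxia genes were higher in F-HSC for 5 of 16 and lower for 2, 8 and 2 adjusted over the list alone. Their median was -0.72 (adjusted p = 0.018, 0.54 with an estimated correlation), a call that ended without F-HSC.1 (adjusted p = 0.11, median -0.43) or F-SEC.3 (0.059). Unfolded protein response genes were higher in F-HSC for 3 of 16 and lower for 1, 3 and 1 adjusted over the list alone. The median came to -0.54 (adjusted p = 0.018, 0.60 with an estimated correlation), a call that ended without F-HSC.2 (adjusted p = 0.17, median -0.36), F-SEC.2 (0.060) or F-SEC.3 (0.059), with a median of -0.88 without F-SEC.1. Proliferation genes as a list were higher in F-HSC (median -0.54, adjusted p = 0.0080, 0.66 with an estimated correlation, 0 of 27 genes, 0 adjusted over the list alone), a call that ended without F-HSC.1 (adjusted p = 0.15, median -0.23) or F-SEC.2 (0.45, median -0.22), with a median of -0.84 without F-HSC.2 and -1.20 without F-SEC.1. The test called 3671 of 14489 genes, 1823 higher and 1848 lower in F-SEC, and the count was 2445 without F-HSC.3. Camera called 24 of 35 lists (0 with an estimated correlation) and fry 13.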

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

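The tests of sources and exchanged labels in this part were chosen only after the results were seen, while the difference test and the splits of the libraries were planned.

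The CCl4 responses of the SEC and HSC fractions differed by a direct test for 116 genes. The largest differences of log2 change, SEC minus HSC, were 4.47 for Cd209a, 4.45 for Thy1, 4.31 for Batf3, 4.20 for Flt3 and 3.77 for Plac8, and -4.31 for Ifi27l2b, -3.49 for Igfbp1, -3.45 for Slc16a12, -3.44 for Apoa4 and -3.31 for Ces2e. Each of these 10 calls ended without F-HSC.3, Q-SEC.2 or Q-SEC.3, without which 4, 4 and 3 genes were called. By camera with its preset correlation the medians differed for fibrillar matrix (1.59), mesenchymal genes (1.07), stellate markers (1.83), Kupffer cell and macrophage markers (2.47), T and NK cell markers (1.70), proliferation (1.15), interferon response (0.86) and MHC class II (2.89), and for hepatocyte markers (-1.80), cholangiocyte markers (-1.66), the unfolded protein response (-0.77) and cholesterol synthesis (-1.13), and with an estimated correlation for 0 of them.

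Data outside the comparisons also carried signal. At an adjusted p under 0.05, of 1702 tested cDNA clone entries outside gene spans, 62 were higher and 220 lower in F-SEC than in Q-SEC, and 72 higher and 618 lower in F-HSC than in Q-HSC. Tested with them, entries in gene spans fell more often too (879 higher and 1040 lower in SEC, 1263 and 3366 in HSC). Genes rose more often (3776 and 1410 in HSC). The excess of falls was larger outside gene spans. It moves with the scaling. Scaling all entries together shifted log2 changes of genes by a median of 0.20 in SEC and 0.27 in HSC.

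Each comparison of 3 with 3 libraries has 10 splits, too few for a share under 0.1. The real split called 3455 genes in SEC, 4680 in HSC, 4317 in Q-SEC against Q-HSC and 3671 in F-SEC against F-HSC, each 1 of 10 with as many, and the highest other split called 0, 0, 1 and 0. Where numbers pair, 4 splits part all 3 pairs, the real one among them, and the others called 0. For the difference, 4 of 100 splits drawn called 116 genes or more, but the splits mix CCl4 labels that act in both fractions and are no null for a difference. The highest, with 6261 genes, kept the 3 F-SEC labels and 0 of the F-HSC labels, and so tested the sum of both responses. Whether chance could give 116 genes is left open.

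Matrix genes rose in F-SEC together with stellate markers. In same-numbered pairs of F-SEC over F-HSC the mean log2 shift of matrix was 1.02. It lay at -0.17 (SD 0.095) from stellate markers, -0.03 (SD 0.14) from basement membrane and 0.52 (SD 0.26) from mesenchymal genes. From portal fibroblast markers it lay at 0.58 (SD 0.36). In the pairs numbered 1 to 3 the matrix shift was 0.83, 1.01 and 1.22, near the stellate shift of 1.09, 1.08 and 1.39. RNA of activated stellate cells would give such a match, while the gaps to mesenchymal genes and portal fibroblast markers leave it open as a source. From LSEC genes the matrix shift lay at -0.78 (SD 0.043) and from continuous endothelial genes at -0.56 (SD 0.48). This does not argue against endothelium, since F-HSC cells that make matrix of their own would lower the shift whatever the source in F-SEC. The magnetic bead step should remove stellate cells. Yet stellate markers stood higher in F-SEC than in F-HSC in every same-numbered pair, though that list was not called. In pairs 1 to 3 Reln measured 604, 1692 and 1864 against 475, 841 and 929 CPM. Lrat measured 373, 422 and 508 against 164, 211 and 167 CPM. A change within endothelium was not tested in these libraries. The paper's lineage tracing found mesenchymal markers in YFP-labelled LSECs of fibrotic livers.

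Macrophage genes were high in the HSC libraries, with summed CPM of the Kupffer list of 9729.7, 13419 and 28796 in Q-HSC. An exchange of an SEC with an HSC library is argued against, as the LSEC list in the lowest SEC library lay at least 0.87 above the highest HSC library in either treatment. Macrophage transcripts were present, with 15 of 15 markers higher in Q-HSC than in Q-SEC, but which cells made them stays open. The gradient alone, with no sort, would not exclude macrophages.

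Stellate markers stood out in Q-SEC.1 and Q-HSC.1. An exchange with a CCl4 library is argued against by LSEC genes at least 1.07 above every CCl4 library of the same fraction. A preparation shared by all libraries numbered 1 stays open, since the level of -0.34 in F-SEC.1 relative to F-SEC.2 and F-SEC.3 lies on a high baseline that would hide an added share. In these libraries 16 of 17 markers in Q-SEC.1 and 15 of 17 in Q-HSC.1 exceeded both other libraries, which restates the pattern and leaves more stellate cell RNA open. A difference between animals stays open too and was not tested.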

How the results depend on the processing

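The settings with clone entries, without Rn45s and Lars2, with only libraries 2 and 3, and the block and omissions for the overlap were chosen only after the results were seen. The other settings were planned, and pseudocount alternatives, which apply to normalized values, were not run.

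No list, by camera's direction, and no named gene turned its direction where it was called before or after the change of setting. The median of stellate markers in Q-SEC against Q-HSC, -0.65, did turn, to 0.14 without Q-HSC.1, where the list was not called. Of 2121 results of single lists, 1879 kept their side of the threshold, 180 lost and 62 gained a call, and of 15077 results of named genes, 13596 kept it, 1158 lost and 323 gained one.

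Stricter limits lower counts by construction. At an adjusted p under 0.01 the test called 1262 genes in SEC, 1985 in HSC, 4 for the difference, 2399 in Q-SEC against Q-HSC, 1679 in F-SEC against F-HSC and 650 for the overlap of 1957. With a 2-fold limit there were 1840, 2629, 109, 2750, 2324 and 948. Without 1 library the counts ranged from 1710 to 3179 in SEC, 2612 to 4365 in HSC, 3 to 743 for the difference, 3032 to 4160 in Q-SEC against Q-HSC, 2445 to 3285 in F-SEC against F-HSC and 1084 to 1784 for the overlap. Fewer libraries test with less power, but a rise to 743 without F-HSC.1 has another cause, and the cause was not tested.

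The difference depended on the tool and the libraries, with 911 genes by DESeq2, 25 by limma-voom, 183 with the replicate block and 1712 with only the libraries numbered 2 and 3. The cause was not tested. For the other comparisons, settings other than the stricter limits and the omission of 1 library kept the count of called genes within 1.5 times the reported one. The overlap was 1826 genes with RLE, 2515 with the block and 2084 with only libraries 2 and 3, of which 804, 969 and 1152 rose. In SEC, HSC, Q-SEC against Q-HSC and F-SEC against F-HSC, DESeq2 called 4229, 5425, 4943 and 4457 genes and limma-voom 3248, 4572, 4041 and 3574.

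The balance of higher and lower genes moved with the scaling, the genes entered and the libraries. In SEC 49.3% of called genes were higher, against 56.5% with RLE, 62.2% with no filter, 59.6% without Rn45s and Lars2, 76.0% with clone entries and 51.7 to 66.0% without 1 library. In HSC it was 45.4% against 46.3% with RLE, 72.8% with clone entries and 46.9 to 54.7% without 1 library, and in F-SEC against F-HSC 49.7% against 37.3% with clone entries. For the difference it was 70.7% against 51.9% with the block, 52.8% with only libraries 2 and 3 and 51.4 to 100% without 1 library. The count of genes rising or falling is thus no measure of a global shift.

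With an estimated correlation, 0 of the 98 list calls remained over SEC, HSC, the difference, Q-SEC against Q-HSC and F-SEC against F-HSC. At an unadjusted p under 0.05 these were 3, 1, 1, 2 and 3 lists, fry called 18, 21, 0, 15 and 13, and the smallest adjusted p was 0.30, 0.46, 0.84, 0.50 and 0.43. Camera called 97 lists with RLE, 94 with the strict filter at 10 CPM, 99 with the block and 106 with only the libraries numbered 2 and 3, where 1, 3, 3 and 6 calls ended, and 3 more had too few genes under the strict filter.

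The numbers did not pair Q-SEC with Q-HSC (correlations 0.53, 0.50 and -0.01), Q-HSC with F-HSC (-0.09, 0.24 and -0.28) or F-SEC with Q-HSC (0.12, 0.16 and -0.18). Every library correlated best with its own number in Q-SEC with F-SEC and in F-SEC with F-HSC, but not in these 3 or in Q-SEC with F-HSC. With the block, Pdgfra (adjusted p = 0.044), Pdgfrb (0.040) and Lyve1 (0.016) passed in HSC and MHC class II was called (0.049), while the TGF-β list (0.061) and erythroid markers (0.057) were not. In Q-SEC against Q-HSC cholangiocyte markers (0.013) and cholesterol synthesis (0.040) were called, and for the difference Igfbp1 (0.051) was not. The block changed no other call that the text reports.

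At these depths a gene at 3 counts per library lies at the floor, and 2-fold changes were recovered in less than 33% of simulated genes, so genes that did not pass are not shown to be unchanged.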

Other observations

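The tests of hepatocyte transcripts in this part were chosen only after the result was seen.

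Some of the largest changes lay in genes outside the gene lists. In F-HSC Thbs4, a thrombospondin of tendon and injured tissue with 1 to 3 counts in Q-HSC, had a ratio of 407 (95% interval 72.7 to 16116), and in F-SEC, against no counts in Q-SEC, it was at least 47.1-fold higher. Other changes were in list members not described above. Plin2, which coats lipid droplets, was at 1.75 ± 0.35 in HSC. In SEC Rspo1, an amplifier of Wnt signals, was at 2.71 ± 0.56. Genes with male-biased expression in hepatocytes were among the largest falls, such as Cyp4a12a, an androgen-dependent hydroxylase, at -3.61 ± 0.50 in HSC.

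Male hepatocytes express major urinary protein genes under pulsatile growth hormone. Of 11 tested, 9 were lower in SEC and 9 in HSC, though not Mup5 or Mup20. The ratio for Mup17 was 0.00371 (95% interval 0.000763 to 0.0109) in HSC. A loss of male-biased expression in injured hepatocytes may be the cause. In SEC 5 were lower without F-SEC.3 and 5 without Q-SEC.2. Of 8 male-biased genes, Mup1 and Mup20 among them, 2 were lower in SEC (Mup1 and Slco1a1). In HSC 3 were lower (these and Cyp7b1) and Gstp1 higher. Medians were -1.73 and -1.43, and the smaller share of 25% does not decide. Of 16 female-biased genes only 3 were measured and 0% higher, which decides nothing. Less hepatocyte RNA is argued against in HSC, where the hepatocyte list without Mup3 had a median of 0.89, but stays open in SEC, where it was -0.49.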
